A study of Mus musculus with 8 samples. Its data were reported in "High Glucose Reduces the Paracellular Permeability of the Submandibular Gland Epithelium via the MiR-22-3p/Sp1/Claudin Pathway" (2021).

How the data were processed

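Small RNA was sequenced from submandibular glands of 16-week-old male mice on the C57BL/6 background, 4 db/m mice and 4 db/db mice. Per the labels, total RNA was taken up in Trizol, a 3′ adaptor and then a 5′ adaptor were ligated, cDNA was made and amplified by PCR, products holding short inserts were size-selected, and the libraries were read on an Illumina NextSeq. The submitters' processing notes name Novoalign 2.07.11. The genome build, the miRNA annotation release and the rules for counting a read that fits several loci are not given in the sources used here. PCR copies were not marked with molecular identifiers, so a count is a count of reads and intervals cover counting error only.

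The authors deposited a table of raw counts, whole numbers of tags per mature miRNA with all isoforms added together, for 1266 rows and 8 libraries. Of all entries, 47.2% were blank, and these were read as 0. The smallest count listed was 2. The authors also deposited a normalized table, whose values are a score here: the authors scaled the tags of each library to a common total and rounded them to whole numbers, so they are not counts. It was used only as an alternative. A mature miRNA made from several precursors is listed for each of them. The 1266 rows hold 1202 mature names, of which 44 were listed for more than 1 precursor, and 24 of these had identical counts in every library. The row with the largest total stood for each name. Of the names, 192 are candidates that the authors' pipeline predicted and that carry a chromosome and a running number in place of a miRNA name; they are called predicted candidates here and identified by that ending. A pair of rows had no arm and no counts.

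Groups were taken from the sample titles. The labels do not say how the mice were housed or whether glands were pooled, and each library was treated as 1 sample. The p-values therefore measure the spread between these samples. The labels call the db/m source wild type, while the titles give db/m, which was used. The 8 libraries held between 4038710 and 9904910 counts after repeated names were removed. No pair of libraries within a group agreed within sampling noise. The chi-square statistic per degree of freedom, over the tested miRNAs, was 22.9 or more for every pair. No library was therefore a repeat reading of another, and each counted as 1 replicate. This check cannot tell separate mice from separate libraries made from the same RNA.

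The 415 miRNAs kept by edgeR's filterByExpr were tested with edgeR 4.0.16 in R 4.3.3 (TMM factors, robust quasi-likelihood F test, two-sided, no covariate), and p was adjusted by the Benjamini-Hochberg method with a threshold of 0.05. CPM values are scaled by the TMM factors. The SE of a log2 fold change was derived from its F statistic. The 6 miRNAs that the study names were also compared by an exact two-sided permutation test on CPM, for which the smallest p with 4 against 4 is 0.0286. Tests for 21 lists of miRNAs used camera in limma 3.58.1 with a preset inter-gene correlation of 0.01 on log2 CPM (prior count 2), with fry and with camera at an estimated correlation beside it. fry tests whether the members of a list move, on balance, one way, and does not compare the list with other miRNAs. The lists were the study-named miRNAs, markers of epithelium, of secretory and endocrine epithelium, of smooth muscle, endothelium, leukocytes, erythroid cells, skeletal muscle, mesenchyme, nerve, and liver and gut, the let-7, miR-17-92, miR-181, miR-29, miR-30 and miR-99/100 with miR-125 families, the Dlk1-Dio3 cluster, and miRNAs tied to glucose metabolism, to tight junctions in the study's text, and to injury, inflammation and hypoxia. For 59 precursors with a mean of at least 10 CPM on both arms, the log2 ratio of the 5p count to the 3p count (0.5 added to each) was tested with limma.

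The miRNAs named in the text were picked by a rule: the 6 study-named miRNAs; in each direction the 10 largest changes past the threshold with at least 10 CPM and no overlap between the groups; the 5 most abundant; up to 4 members of each list with the smallest p; and the smallest p in each direction. The tests, the lists, this rule and the alternatives were fixed before the data were examined, except where stated. The alternatives were DESeq2 1.42.0, limma on log2 CPM, other scalings and filters, the authors' normalized table, other thresholds, leaving out each library, and the replicate number as a block. Another 4 were chosen after seeing the data and count among the up to 23 alternatives of each named miRNA: the table without predicted candidates, the 6 libraries with shared numbers alone, every precursor's entry kept as listed, and counts summed over the precursors of a mature miRNA.

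The scripts were tested on simulated data, drawn for the comparison of db/db with db/m over 415 miRNAs with 200 changed. edgeR recovered 43.3% of changes of 1.5-fold, 80.6% of changes of 2-fold and 92.4% of changes of 4-fold, with 4.0% of its calls false. With no change simulated it made 0 calls. For lists, 1 lowered list of 21 was called together with 1 other. For arm ratios all 10 changed precursors of 59, each changed 2-fold, were found with 2 false calls. The draws gave both groups the same dispersion and held no outlying library. Those for arm ratios used a single fixed dispersion for all precursors, which was not fitted to the data. In the data, chi-square per degree of freedom was 80.3 to 1648 between db/db libraries and 22.9 to 99.6 between db/m libraries. The simulated rates may therefore not carry over to the data.

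Precursor names were matched to miRNA genes of GENCODE mouse release M21 (GRCm38) through NCBI gene names, with 583 of 591 matched (98.6%). Coordinates and host genes are those of that annotation, on GRCm38; no coordinate comes from the deposited tables. Rows with nearly the same counts in every library (within 5%) were taken to share reads: miR-24-3p with the candidate ending chr8_14818, miR-103-3p with chr11_19356, miR-199a-3p with miR-199b-3p, let-7a-1-3p with let-7c-2-3p, chr12_21581 with chr1_257, and chr1_1391 with chr1_2277. Their counts may not be independent.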

Results

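Small RNA counts were compared between submandibular glands of db/db mice, which lack a working leptin receptor and develop obesity and type 2 diabetes, and of db/m mice, their heterozygous controls, with 4 libraries in each group. The db/m libraries held 6716620 to 9904910 counts and the db/db libraries 4038710 to 9489240. Between 585 and 697 mature miRNAs were detected per library. The gland's profile was dominated by miR-148a-3p, a miRNA of secretory epithelium, which took 55.5% ± 1.47 of counts in db/m and 57.1% ± 9.30 in db/db (SD, n = 4; exact two-sided permutation p = 0.83). Its share was lowest in db/db replicate 5, at 43.5% (95% exact binomial interval 43.5 to 43.6), and its TMM factor of 1.34 was above the 0.866 to 1.04 of the other libraries. The next most abundant were miR-143-3p, miR-27b-3p, miR-200b-3p and miR-30a-5p. Of these 5, miR-143-3p passed the test. The log2 fold changes of the others were 0.05 ± 0.22 (SE) for miR-148a-3p, -0.10 ± 0.06 for miR-27b-3p, 0.08 ± 0.09 for miR-200b-3p and -0.0028 ± 0.16 for miR-30a-5p. Without db/db replicate 5, miR-30a-5p was at -0.23 and passed (adjusted p = 0.033, edgeR). With the replicate number as a block, and in no other alternative, miR-148a-3p passed (adjusted p = 0.027, edgeR).

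The first comparison asked which miRNAs differ in the diabetic gland. The smallest p among the higher ones belonged to miR-224-5p, which rose from 11.9 to 33.9 CPM. The smallest p among the lower ones belonged to miR-143-3p, the most abundant miRNA that changed, which fell from 76585 to 41428 CPM. The 4 tested 5p members of the miR-181 family rose, as did miR-375-3p, which restrains insulin secretion in the pancreatic islet. Among the named miRNAs, miR-210-3p, a target of hypoxia signaling, fell by 0.97 ± 0.19 on the log2 scale, and miR-484 and miR-425-5p fell by 0.82 ± 0.10 and 0.82 ± 0.15. In edgeR's quasi-likelihood test 104 of 415 miRNAs passed an adjusted p of 0.05, 63 higher and 41 lower in db/db. Of these, 80 carry a miRNA name (46 higher, 34 lower) and 24 are predicted candidates (17 higher, 7 lower). Rows taken to share reads were counted separately, so the candidates chr12_21581 and chr1_257, which both passed, count as separate calls. The groups did not overlap for 108 of the 415 miRNAs, or 26.02%, where chance gives 2.86%. Changes of named miRNAs were moderate, with a median absolute log2 fold change of 0.65 among those called. No named miRNA that fell did so by 1 or more on that scale, and 15 rose by that much. The count ranged from 36, without db/m replicate 4, to 162, without db/db replicate 5. It was also lower without db/m replicate 1, 2 or 3, at 41, 52 and 38. Of 48 called miRNAs that are named here, 16 passed under every alternative, among them miR-181a-5p, miR-375-3p, miR-143-3p, miR-22-3p, miR-224-5p, miR-210-3p, miR-484 and miR-425-5p. Leaving out db/m replicate 1, 2, 3 or 4 ended 26, 20, 26 and 29 of the 48 calls, and leaving out db/db replicate 1, 3, 4 or 5 ended 12, 12, 6 and 2, with an adjusted p of 0.051 to 0.17 in edgeR.

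**Figure D1:**
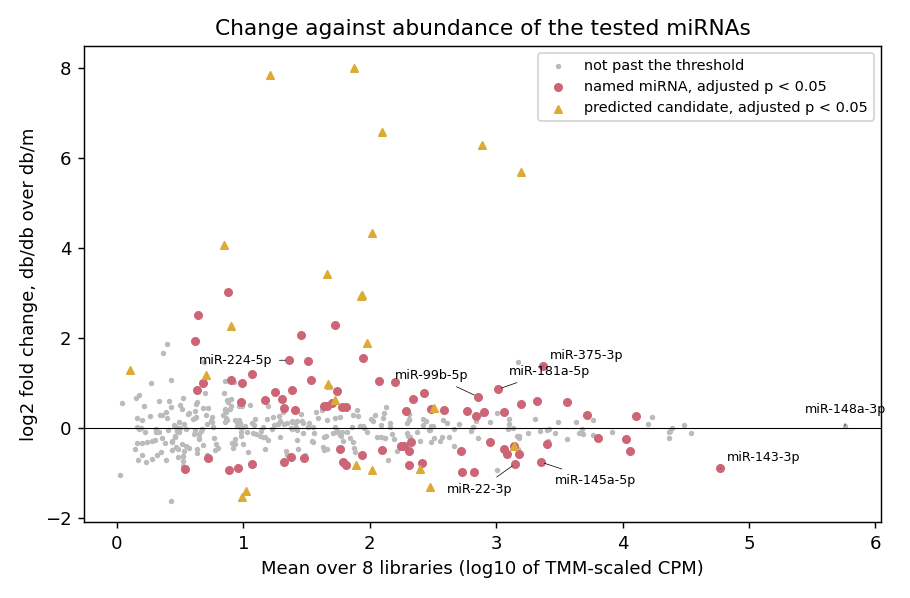
Each point is 1 of the 415 tested miRNAs, placed by its mean over the 8 libraries (log10 of TMM-scaled CPM) and by its log2 fold change in db/db over db/m. Red circles are named miRNAs and yellow triangles predicted candidates past an adjusted p of 0.05. The largest changes are those of candidates, and miR-143-3p stands out as an abundant miRNA that fell.

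All of the 6 study-named miRNAs passed the test, in the named direction. miR-375-3p was 2.60 times as abundant in db/db, at 3390 ± 553 CPM against 1302 ± 82.3 (SD, n = 4). miR-181a-5p rose from 731 ± 60.0 to 1332 ± 148 CPM, and miR-99b-5p from 543 ± 23.2 to 884 ± 187. miR-143-3p fell from 76585 ± 2643 to 41428 ± 3222 CPM, miR-145a-5p from 2831 ± 194 to 1682 ± 275, and miR-22-3p from 1794 ± 188 to 1038 ± 156. In log2 fold change these were 1.38 ± 0.12 (SE), 0.87 ± 0.10, 0.70 ± 0.14, -0.89 ± 0.07, -0.75 ± 0.12 and -0.79 ± 0.13. The adjusted p from edgeR lay between 1.1e-04 for miR-143-3p and 0.0099 for miR-99b-5p. Adjusted over the list alone, the 6 passed as well. The groups did not overlap for any of the 6, so each exact two-sided permutation p was 0.0286, the smallest that 4 against 4 libraries can give. The study chose these miRNAs on these samples, so the count is not independent evidence of their direction. miR-99b-5p did not pass without db/m replicate 1, 3 or 4 (adjusted p = 0.053, 0.058 and 0.058 in edgeR), and miR-145a-5p did not with library totals alone (adjusted p = 0.068).

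**Figure D2:**
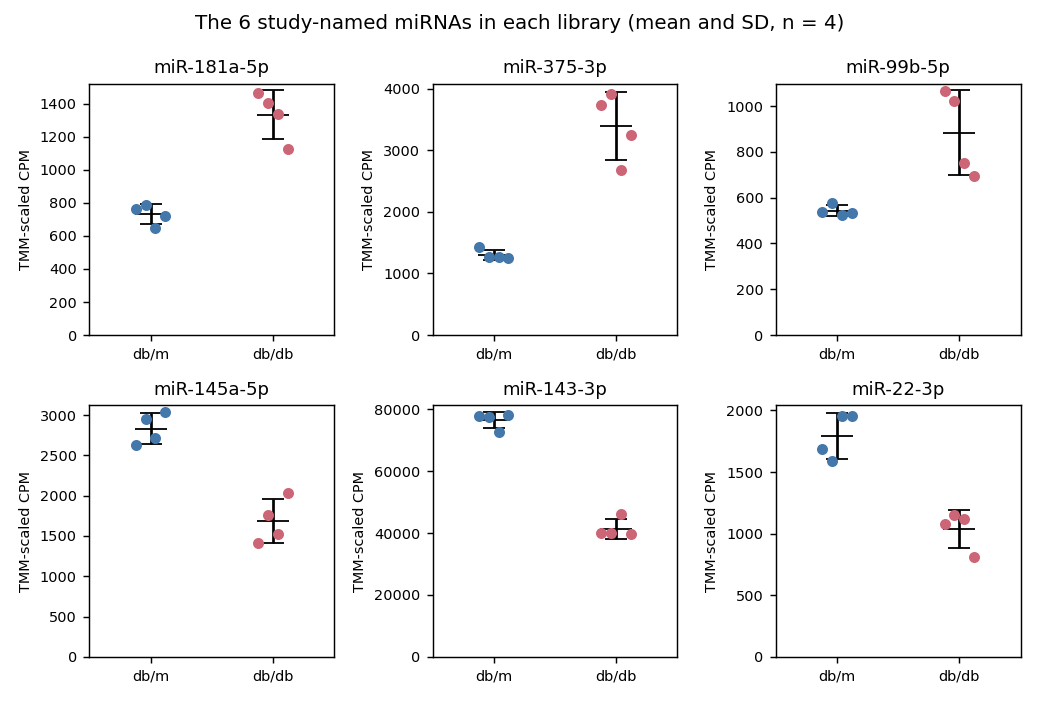
Each panel shows TMM-scaled CPM of 1 study-named miRNA in the 4 db/m and 4 db/db libraries as points, with the group mean and SD as the bar. The db/db libraries lie between 2677 and 3905 CPM for miR-375-3p, above the db/m libraries, and between 808 and 1148 CPM for miR-22-3p, below them.

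miR-22-3p, which the study follows as a regulator of claudins, ranked 15 by p among all tested miRNAs and 7 among those that fell. In db/db it stood at 57.8% of its db/m level. Its gene Mir22 lies on chromosome 11 at 75463716 to 75463810 (GRCm38, plus strand), in an exon of its host transcript Mir22hg and of an annotated transcript of Tlcd2. The annotated hairpin is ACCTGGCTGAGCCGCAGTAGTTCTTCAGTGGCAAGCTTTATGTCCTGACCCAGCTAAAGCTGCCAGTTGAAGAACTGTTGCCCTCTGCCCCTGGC, 95 nt long. Its log2 fold change of -0.79 ± 0.13 (adjusted p = 0.0043, edgeR) stayed between -0.87 and -0.71 when any 1 library was left out.

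miRNAs of the smooth muscle list, the arms of miR-143 and miR-145a that are abundant in vascular and other smooth muscle, all fell: 4 of 4 members were lower. Their genes Mir143 (chromosome 18, 61649196 to 61649258) and Mir145a (61647825 to 61647894) are neighbors on the minus strand of GRCm38. miR-143-5p fell by 0.77 ± 0.09 and miR-145a-3p by 0.50 ± 0.08 on the log2 scale. The call of miR-145a-3p was lost with library totals alone and in the authors' normalized table with 1 or with 10 added (adjusted p up to 0.098). The list passed with camera (adjusted p = 0.00079), but adjusted p = 0.27 with an estimated correlation. The miR-181 list, which holds 5p members, rose, 4 of 4, with miR-181b-5p at 1.02 ± 0.09, miR-181d-5p at 1.05 ± 0.16 and miR-181c-5p at 0.85 ± 0.22 (camera adjusted p = 0.0017, but adjusted p = 0.65 with an estimated correlation). miR-143-3p, miR-145a-5p and miR-181a-5p are study-named, so these lists too are not independent evidence. Of the 3p members, outside the list and chosen after their values were seen, miR-181a-1-3p and miR-181c-3p rose by 1.07 ± 0.15 and 1.00 ± 0.18 (adjusted p = 0.0024 and 0.0068), and miR-181a-2-3p was at 0.63 ± 0.24 (adjusted p = 0.090). miR-181c-5p lost its call without any 1 library other than db/db replicate 5 (adjusted p from 0.059 to 0.093). Adjusted over the list alone, all 4 members of each passed. These were the 2 of 21 lists that passed, and another split of the libraries gave 3.

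Several other families were mixed. Of the miR-99/100 and miR-125 list, 3 of 5 members rose, with miR-125a-5p at 0.78 ± 0.12 and miR-100-5p at 0.59 ± 0.12, while miR-99a-5p stood at -0.06 ± 0.12. The adjusted p of the list was 0.38 with camera, 0.83 with camera at an estimated correlation and 0.030 with fry. In the let-7 family let-7e-5p rose by 0.66 ± 0.13, and let-7i-5p and miR-98-5p fell by 0.21 ± 0.06 and 0.39 ± 0.10, with 6 of 9 not past the threshold (list adjusted p = 0.51). miR-30b-5p and miR-30c-5p rose by 0.54 ± 0.08 and 0.29 ± 0.09, and 3 of the 5 members of that family did not pass (list adjusted p = 0.49). In the miR-17-92 list miR-92a-3p and miR-25-3p rose by 0.38 ± 0.08 and 0.28 ± 0.08 and 10 of 12 did not pass (list adjusted p = 0.51). None of the 3 miR-29 members (list adjusted p = 0.78) and none of the 28 tested members of the Dlk1-Dio3 imprinted cluster (list adjusted p = 0.49) passed. miR-100-5p and let-7e-5p lost their calls without db/m replicate 4 (adjusted p = 0.057 and 0.052). Those of let-7i-5p, miR-92a-3p and miR-98-5p were lost in 8, 8 and 10 of 23 alternatives (adjusted p up to 0.55, 0.14 and 0.30): with library totals alone, with no filter beyond a count above 0, in the 3 settings of the normalized table, without db/m replicate 1, 3 or 4, and for miR-98-5p also without db/db replicate 1 or 3. Those of miR-25-3p and miR-30c-5p were lost in 17 and 15 (adjusted p up to 0.28 and 0.20). Without db/db replicate 5, let-7c-5p and miR-411-5p passed (adjusted p = 0.020 and 0.039), and without db/db replicate 3, miR-379-5p, miR-409-3p and miR-19a-3p did (0.047, 0.043 and 0.043).

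Lists of cell type markers were compared next. In the epithelial list miR-200c-3p fell by 0.23 ± 0.07 and the other 6 did not pass (list adjusted p = 0.51). In the secretory and endocrine list miR-375-3p rose, while miR-183-5p and miR-96-5p fell by 0.34 ± 0.10 and 0.58 ± 0.18 (list adjusted p = 0.92). In the endothelial pair, miR-126a-5p rose by 0.43 ± 0.14 and miR-126a-3p was at 0.13 ± 0.15 (list adjusted p = 0.52). Among leukocyte miRNAs miR-155-5p rose by 0.64 ± 0.14, and miR-146a-5p, a brake on inflammatory signaling, was at -0.93 ± 0.31 (adjusted p = 0.058; list adjusted p = 0.59). The erythroid list (0 of 5 past the threshold, list adjusted p = 0.49), the skeletal muscle list (0 of 2, 0.92) and the mesenchymal list (0 of 5, 0.51) held no called member. In the neural list miR-128-3p fell by 0.50 ± 0.15 (list adjusted p = 0.49). In the liver and gut list miR-122-5p, the main miRNA of hepatocytes, rose by 2.29 ± 0.65, from 18.02 ± 8.69 to 87.7 ± 77.2 CPM (SD, n = 4), while miR-194-5p and miR-192-5p fell by 0.40 ± 0.10 and 0.31 ± 0.10 (list adjusted p = 0.59). Its highest value was in db/db replicate 5, at 200.2 CPM. Without that library its log2 fold change was 1.46 (adjusted p = 0.054), and its exact two-sided permutation p over all 8 libraries was 0.057. The medians of the liver and gut list (-0.31) and of the secretory list (-0.05) differ in sign from their means (0.53 and 0.12). Calls of miR-183-5p, miR-126a-5p, miR-192-5p and miR-122-5p were lost in 12 or more of 23 alternatives (adjusted p up to 0.46). Those of miR-200c-3p and miR-194-5p were lost in 10 and 9 (adjusted p up to 0.50 and 0.27): with library totals alone, with no filter, in the 3 settings of the normalized table, without db/m replicate 1, 3 or 4 or db/db replicate 3, and for miR-200c-3p also without db/db replicate 1. Those of miR-155-5p, miR-96-5p and miR-128-3p were lost without db/m replicate 1, 3 or 4, for the last 2 also without db/m replicate 2 or db/db replicate 1, and for miR-128-3p without db/db replicate 3 (adjusted p from 0.051 to 0.12). Without db/db replicate 5, miR-146a-5p passed at -1.37 (adjusted p = 0.00083), as did miR-141-3p, miR-142a-3p, miR-142a-5p, miR-182-5p and miR-214-3p (0.019 to 0.048). miR-144-5p passed without db/db replicate 3 and miR-199a-5p without db/db replicate 1 (0.035 and 0.047).

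In the glucose metabolism list 2 members rose and 2 fell: miR-375-3p and miR-26a-5p (0.28 ± 0.09), and miR-143-3p and miR-378a-3p, which fell by 0.49 ± 0.10 (list adjusted p = 0.59). In the tight junction list miR-22-3p fell and miR-155-5p rose, with 4 others not past the threshold (list adjusted p = 0.78); miR-21a-5p was at -0.22 ± 0.08 (adjusted p = 0.065) and miR-93-5p at 0.21 ± 0.09. In the injury, inflammation and hypoxia list miR-210-3p fell and the 6 others did not pass (list adjusted p = 0.44). miR-26a-5p lost its call in 17 of 23 alternatives, and miR-378a-3p in 6: without db/m replicate 2 or 4 (adjusted p = 0.057 and 0.052), with library totals alone and in the 3 settings of the normalized table (adjusted p up to 0.24). miR-21a-5p passed without db/m replicate 2 or db/db replicate 5 (adjusted p = 0.042 and 0.036). With fry the injury list passed (adjusted p = 0.040). The study-named list held 3 higher and 3 lower members (list adjusted p = 0.92), with a median of -0.02 and a mean of 0.09. Adjusted over each list alone, called counts changed for the epithelial (0), leukocyte (1 higher, 1 lower), tight junction (1 higher, 2 lower) and injury (3 lower) lists. None of the 21 lists passed in camera with an estimated correlation, where 1 had an unadjusted p under 0.05, and 4 passed with fry.

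**Figure D3:**
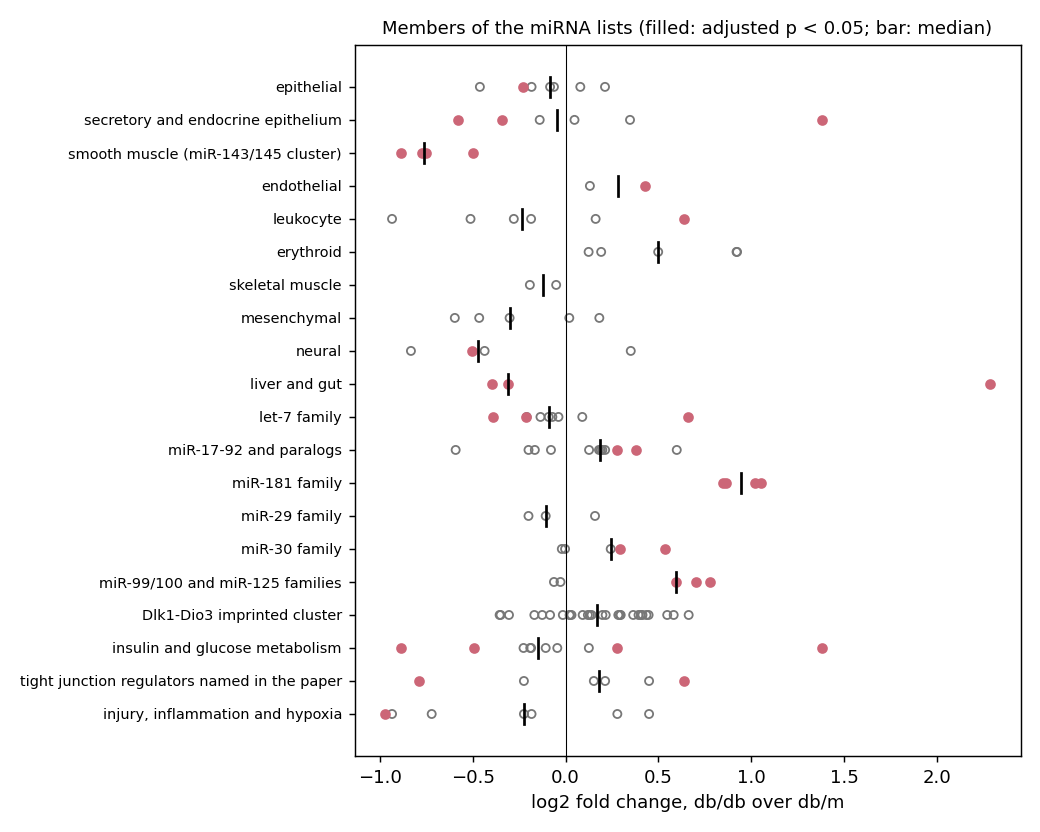
Each row is 1 list other than the study-named one, with the log2 fold change (db/db over db/m) of its tested members as circles, filled where adjusted p was under 0.05, and the median as a bar. The smooth muscle members all lie below 0 and the miR-181 members all above 0.

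Predicted candidates took 0.756% ± 0.0523 of counts in db/m and 1.47% ± 0.84 in db/db (SD, n = 4; exact two-sided permutation p = 0.20). In db/db the share was 2.47% in replicate 1, 0.847% in replicate 3, 1.84% in replicate 4 and 0.702% in replicate 5. These shares include chr8_14818 and chr11_19356, whose counts nearly coincide with those of miR-24-3p and miR-103-3p. Part of each share may therefore be reads of those named miRNAs. Among rises past the threshold with at least 10 CPM and no overlap between the groups, the largest were those of the candidates ending chr3_6538 (log2 fold change 8.004 ± 1.72, from 0.59 to 150.5 CPM), chr10_18640 (7.84 ± 1.52, from 4 counts in all db/m libraries together) and chr2_4557 (6.28 ± 1.42), followed by chr14_24287 (3.42 ± 0.61) and the pair chr12_21581 and chr1_257, whose counts nearly coincide. miR-3963, miR-5099 and miR-3968 rose by 2.06 ± 0.49, 1.56 ± 0.27 and 1.48 ± 0.47. Outside that rule, chr6_10449, chr13_23185, chr7_12251 and chr5_9366, chosen after their values were seen, rose by 6.57, 5.69, 4.33 and 4.08. Their adjusted p was 0.027, 0.025, 0.049 and 0.010 (edgeR), and their calls were lost in 6, 6 and 15 of 22 alternatives and in 3 of 20. In db/db replicate 1, chr13_23185 and chr2_4557 held 26621 and 12981 of 4038710 counts. The calls of chr3_6538, chr2_4557, chr12_21581, chr1_257, miR-3963, miR-3968, chr5_9632 and miR-574-5p were lost without any 1 of the db/m libraries, and that of chr10_18640 without db/m replicate 4 and of chr1_811 without db/m replicate 1, 2 or 3 (adjusted p from 0.051 to 0.13). The replicate block, on the 6 libraries with shared numbers, also ended those of chr1_811, chr12_21581 and chr1_257 (adjusted p = 0.24, 0.057 and 0.057, edgeR). In the normalized table with 10 added, chr3_6538 and chr10_18640 came to 2.83 and 1.51 and lost their calls (adjusted p = 0.067 and 0.085), so the size of these folds rests on a db/m level near 0. There chr2_4557, chr14_24287 and miR-3963 came to 4.37, 2.16 and 1.25, the pair chr12_21581 and chr1_257 were lower too, and these kept their calls. With no filter beyond a count above 0 the calls of chr3_6538, chr2_4557, the pair chr12_21581 and chr1_257, and miR-3963 were lost (adjusted p from 0.056 to 0.066), as was that of chr5_9632 with library totals alone and in the normalized table with 1 or with 10 added (0.060 to 0.12). Without db/db replicate 1 the log2 fold changes of chr3_6538, chr10_18640, chr2_4557, chr12_21581 and chr1_257 were 6.94, 7.10, 5.55, 2.26 and 2.26. miR-3968 lost its call in 14 of 23 alternatives, among them those without db/db replicate 1, at 0.85 (adjusted p = 0.086), 3 or 4 (0.052 and 0.093). Those of chr14_24287, chr4_8511 and miR-5099 passed under every alternative that held them. Candidates ending chr1_811, chr4_8511 and chr5_9632 fell by 1.31 ± 0.29, 0.90 ± 0.11 and 0.83 ± 0.19. miR-574-5p fell by 0.79 ± 0.19. Without the candidate rows, 76 miRNAs passed, an alternative chosen after seeing the data.

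**Figure D4:**
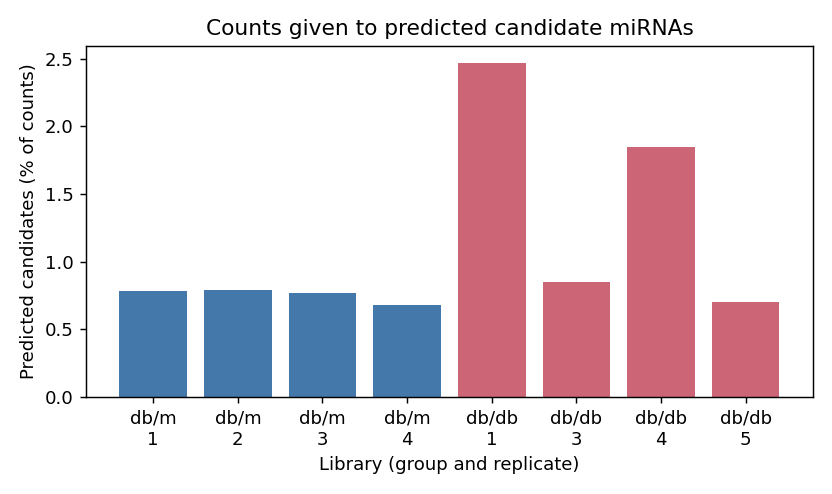
The bars give the percent of each library's counts that fell on predicted candidates, in the 4 db/m (blue) and 4 db/db (red) libraries. db/db replicates 1 and 4, at 2.47% and 1.84%, lie above the others, db/db replicate 3 is at 0.847%, and db/db replicate 5, at 0.702%, lies among the db/m libraries.

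The last comparison asked whether the 2 arms of a precursor are used differently. The smallest p belonged to mir-22, whose log2 ratio of 5p to 3p counts changed by 0.49 ± 0.13, since miR-22-3p fell more than miR-22-5p (-0.27, adjusted p = 0.36 in edgeR), but it did not pass (adjusted p = 0.21, limma). None of 59 precursors passed in limma, where 10 had an unadjusted p under 0.05, and no other tool was run. Without db/db replicate 5, 10 passed, among them mir-22 at 0.56 ± 0.11 (adjusted p = 0.0036).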

Values the study reported

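The study stated that its earlier work had identified 28 miRNAs with different expression in submandibular glands of db/db mice. Among the top 3 that were higher it listed miR-375-3p, with miR-99b-5p and miR-181a-5p. Among those that were lower it listed miR-22-3p, with miR-143-3p and miR-145a-5p. It also measured these miRNAs by qRT-PCR in glands of db/db mice. Those it named as matching the sequencing were miR-375-3p, miR-99b-3p (the arm as its text gives it), miR-143-3p and miR-22-3p. miR-181a-5p and miR-145a-5p were not named among them. Its text gives no threshold for the count.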

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

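Tests of other splits of the libraries were laid down before their result was seen, and the other tests in this part were chosen after it. Of 188 groups of 4 libraries examined, 12 held a value far from the others, where chance gives about 9.4, since about 1 in 20 groups is picked out. db/db replicate 5 was the distant library in 4 of the 12. In it miR-143-5p stood at 170.1 CPM against 197 to 201 in the others (gap 0.871 of the range), miR-141-3p at 779.6 against 1371 to 1485 (0.839), miR-142a-3p at 64.6 against 149 to 166 (0.837), and miR-30d-5p at 22582 against 16862 to 17725 (0.849). In db/db replicate 3 miR-486b-5p (0.898) and miR-486a-5p (0.910), nearly the same sequence, stood at 124.5 and 119.8 CPM. In db/db replicate 4 miR-143-3p was high (0.964). In db/m, replicate 1 was apart for miR-375-3p (0.889) and miR-128-3p (0.901), replicate 2 for miR-126a-3p (0.830) and miR-214-5p (0.873), and replicate 3 for miR-143-3p (0.905).

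Chance as the source of the group difference was examined by splitting the 8 libraries into 4 and 4 in all 35 ways. The count of differing miRNAs, 104, was reached by 1 of the 35 splits, the real one, and the highest other split gave 0. That is the smallest share that 35 splits can give, so the result speaks against chance but does not exclude it. Each other split mixes the genotypes and so adds the group difference to the spread within its groups. Its 0 is therefore not the count expected with no difference. For the study-named miRNAs, 1 split gave 6 and the highest other 0, but they were chosen on these samples, so this does not bear on chance. For lists, 7 of 35 splits gave 2 or more and the highest gave 3, so chance was not excluded. For arm ratios, 35 of 35 gave at least the observed 0, the highest other being 1; any split reaches 0, so this tests nothing.

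Over the 17 predicted candidates that rose, the median log2 ratio to db/m was 4.01, 2.33 and 3.18 in replicates 1, 3 and 4. In replicate 5 it was 0.63, which goes against one genotype effect of like size in every animal for these candidates. They were picked by a test on the same 8 libraries, so this is not an independent test of evenness between animals. Whether replicate 5 held db/m RNA was not settled by its position between the groups. Over 105 named miRNAs that differed without it, its median position was 0.69 of the way from db/m to the other db/db libraries (quartiles 0.187 and 1.16). Left-out db/db replicate 4 stood at 0.66 (quartiles 0.515 and 0.913), over 68 miRNAs and with replicate 5 in the db/db mean. A median of 0.69 therefore does not by itself set replicate 5 apart, but the quartiles of replicate 5 were wider. Left-out db/m libraries stood at 0.160 or less, but the lower quartile of replicate 5 lay under an upper quartile among these (0.362). On the first principal component of log2 CPM replicate 5 was at -3.62, nearer to db/m (-8.74 to -8.16) than to the other db/db libraries (8.25 to 16.9). On the second it was at -11.1, against -2.02 to 3.53 in all others. Its miR-148a-3p share, 43.5%, lay below both the 54.0% to 57.3% of db/m and the 58.9% to 64.4% of the other db/db libraries. A mix of db/m RNA with RNA like that of the other db/db libraries would lie between them, so these values argue against it. Some db/m RNA in a library that differed for another reason stays open. A single added RNA source would keep one ratio between replicates 1 and 3, but over 9 candidates that ratio spanned 12.6-fold, from 0.943 to 11.9. A source for part of them, or a response of some animals, may remain and is not told apart here.

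The fall of miR-143 and miR-145a was weighed against scaling and against tissue makeup. With miR-148a-3p so abundant, scaling might have set the fall, but under the other scalings the median of the 4 members came no nearer to 0 than -0.69. Fewer blood vessels would lower miR-126a, whose 2 arms, from 1 precursor, had a median log2 fold change of 0.28. These arms stand for endothelium, so they cannot tell whether vessels held less smooth muscle. Less stroma of every kind stays open: the mesenchymal miRNAs had a median of -0.30, with members on both sides of 0. A change within smooth muscle or duct-associated contractile cells was not tested.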

How the results depend on the processing

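The count of differing miRNAs (104) came to 64 with library totals only, 55 with no filter beyond a count above 0, 62, 58 and 66 in the authors' normalized table with 1 added, with 10 added and at a mean value of at least 10, and 32 at an absolute log2 fold change of at least 1; the cause was not tested, except that the stricter threshold keeps a part of the same calls and the wider filter tests more miRNAs. DESeq2 gave 156 (101 of them shared). Chosen after seeing the data, every precursor's entry kept as listed gave 112 and counts summed over precursors 97. Leaving out 1 library gave 36 to 162, with 97 of the 162 found without db/db replicate 5 among the original calls. miR-22-3p kept its direction and call, from -0.87 to -0.71 when a library was left out, with adjusted p from 0.0011 to 0.031. Study-named miRNAs passing stayed at 5 or 6 when a library was left out and lists at 2, with fry calling 4 and an estimated correlation 0. Arm ratios gave 0 to 10 without 1 library, and the 10 came without db/db replicate 5. The replicate block, on the 6 libraries with shared numbers, gave 136 miRNAs, 2 lists, 6 study-named miRNAs and 4 arm ratios, and miR-22-3p at -0.77; those 6 libraries without the block, chosen after seeing the data, gave 4 arm ratios too. No pairing by number was seen: same-numbered libraries correlated at 0.017, 0.17 and 0.016 in their deviations, and no db/db library correlated best with its own number. Whether same-numbered animals were related or handled together is not known. Of 88 named miRNAs, 48 were called; 16 of these were called in every alternative, 32 lost the call in at least 1, and none reversed. Of the 40 not called, 19 gained a call in at least 1, miR-146a-5p in 7 and miR-141-3p and miR-21a-5p in 6 each. Whether depth limits the calls near the filter was not tested.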

Other observations

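The tests in this part were chosen after the values were seen. miRNAs outside the rule for named ones also changed. Both arms of miR-708, whose gene lies in an intron of Tenm4 on chromosome 7 (96249424 to 96249532, GRCm38), rose: miR-708-5p by 3.03 ± 0.49 on the log2 scale, from 1.56 to 13.4 CPM, and miR-708-3p by 2.52 ± 0.41, from 1.23 to 7.52 CPM. With db/m levels this low the size of these folds depends on the value added: in the normalized table with 10 added they were 0.98 and 0.66, and both kept their calls. Several miR-378 members fell, with miR-378a-3p at -0.49 ± 0.10, miR-378a-5p at -0.47 ± 0.11, miR-378c at -0.46 ± 0.10 and miR-378d at -0.57 ± 0.10, while miR-378b at -0.39 ± 0.17 did not pass; their reads can be shared between members. The calls of miR-378a-3p, miR-378a-5p, miR-378c and miR-378d were lost with library totals alone and in the normalized table with 1 or with 10 added (adjusted p from 0.057 to 0.26), those of miR-378a-5p and miR-378c also without db/m replicate 1, 2 or 4 and of miR-378a-5p without db/m replicate 3 (0.0502 to 0.060), and miR-378b passed without db/db replicate 5 at -0.61 (adjusted p = 0.0037). Mir378a lies in an intron of Ppargc1b. miR-193b-3p and miR-365-3p, neighbors in the genome, rose by 1.20 ± 0.24 and 0.82 ± 0.19; their calls were lost without db/m replicate 3 or 4, and that of miR-365-3p also without db/m replicate 1 or 2 (adjusted p from 0.0502 to 0.081). miR-31-5p fell at the edge of the threshold (adjusted p = 0.0498, edgeR), at -0.96 ± 0.30, with db/db replicate 5 at 805 CPM among the db/m libraries, and lost its call in 14 of 23 alternatives, among them those without any 1 library other than that one (adjusted p from 0.091 to 0.12).

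One hypothesis was that miRNAs from one genomic cluster change together. Over 463 pairs of different precursors in chains of neighbors no more than 10000 bp apart on one strand, the mean absolute difference in log2 fold change was 0.32, against 0.51 after 10000 permutations of the 164 miRNAs (permutation p = 1e-04, the smallest they can give). One cluster on chromosome 12 gave 270 of the pairs. Without it the difference was 0.30 against 0.54 permuted over 193 pairs, with the same permutation p. Single miRNAs were permuted, which treats both arms of a precursor as independent, so these p-values may be too small. A mature miRNA made from several precursors was placed at only 1 of them. For example, miR-24-3p, made from mir-24-1 and mir-24-2, counted in the cluster of mir-24-1 alone. The miR-99b, let-7e and miR-125a cluster of chromosome 17 in Spaca6 is an example: its 5p members rose by 0.70, 0.66 and 0.78 and miR-99b-3p by 0.80, while let-7e-3p and miR-125a-3p, at 0.23 and 0.43, did not pass (adjusted p = 0.53 and 0.19). Without db/m replicate 4, miR-99b-3p and let-7e-5p did not pass (adjusted p = 0.055 and 0.052), nor miR-99b-5p without db/m replicate 1, 3 or 4. Other clusters were less even. miR-425-5p fell by 0.82, while its neighbor miR-191-5p was at -0.18 (adjusted p = 0.30, edgeR). miR-92a-3p, placed at Mir92-1, rose by 0.38, while miR-19a-3p, its neighbor there, was at -0.59 (adjusted p = 0.079, edgeR). Sharing of one primary transcript is a possible explanation, and reads shared between like members are another, which the permutation p = 1e-04 does not separate.

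Without db/db replicate 5, arm ratios that passed included mir-31 (-1.20 ± 0.18), mir-22 (0.56 ± 0.11), mir-30a (-0.54 ± 0.10) and mir-30e (-0.50 ± 0.10). These are differences in counted arms, with no test of their origin.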
